A study of Mus musculus with 8 samples. Its data were reported in "EBF1 primes B-lymphoid enhancers and limits the myeloid bias in murine multipotent progenitors" (2022).

How the data were processed

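Single-cell RNA-seq (10x Genomics 3′ tag counting, v3.1 chemistry) was measured in bone marrow progenitors of mice with (WT) or without (KO) an intact *Ebf1* gene in Tie2-expressing cells and their progeny. From each pool of 1 female and 1 male mouse, the LK fraction (lineage-negative and Kit-positive, with no gate on Sca1 in the labels) and the LSK fraction (lineage-negative, Kit-positive, Sca1-positive) were loaded as separate libraries. The labels list 8 libraries: LK and LSK of WT and KO in 2 batches, with mice aged 9 weeks in batch 1 and 10 weeks in batch 2. The values deposited by the authors are raw counts (UMIs per gene and cell barcode) from Cell Ranger 3.1.0 on mm10, with barcodes already called as cells. The submitters' processing notes also name Scanpy, without a version. Count matrices of 6 libraries were read. The WT libraries of batch 2 were not analysed here beyond counting their barcodes, 12460 in LK and 15032 in LSK. Batch 2 therefore held KO mice only.

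The 8 libraries held 84658 barcodes, 57166 of them in the 6 libraries analysed. Barcodes with at least 1200 detected genes numbered 47823. Cells were assigned to the female or the male mouse of their pool by Xist and Y-linked transcripts, as the study did: 3971 cells with both kinds and 4332 with neither were left out, which kept 39520. No doublet caller was used. Cells with both kinds of sex transcript are doublets of 2 mice or carry free RNA; if all of them were doublets of 2 mice, doublets would make up 12.5 to 20.3% of the cells of a library, so doublets within a mouse stayed in. A setting without cells above the 95th percentile of UMIs of their library was run for this reason. All columns of the sample labels were used, and 0 were set aside. Gene symbols, positions and types were taken from GENCODE vM21 (GRCm38, the same build as mm10); 30934 of the 31053 features had their identifier there. Xist, Tsix and Y-linked genes were left out of every test.

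For clustering, counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5; 7000 variable genes, 50 principal components, 8 neighbours and Leiden (leidenalg 0.10.2) at resolution 1 gave 32 clusters. Ebf1, immunoglobulin, B lineage, sex-linked and cell cycle genes were left out of the variable genes, so that the classes did not rest on the genes under study. Batches were aligned with a numpy reimplementation of the Harmony method with 50 clusters, not with the published package. Libraries of the same batch were not aligned to each other. A cluster was named for a cell class when the mean log2 fold of that class's marker list over all other cells was at least 0.5, at least 3 markers were raised, and more of its markers than of any other class's stood among its 10 top genes. Clusters of low UMI content needed a marker among those 10 genes. A cluster with over 80% of its cells in 1 library was not named. The score minimum and the 80% limit were set after the clusters' top genes had been seen and before any comparison of KO with WT genes. Unnamed clusters stayed in the tests of all LK or all LSK cells.

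Counts were summed per mouse within a class, over its LK and LSK libraries, or within all LK or all LSK cells. A mouse was the replicate: 2 WT mice (batch 1, 1 female and 1 male) and 4 KO mice (1 female and 1 male in each batch). Both mice of a pool shared their libraries, so p-values leave out differences between libraries. The WT female carried the Tie2-Cre transgene with wild-type *Ebf1*, and the WT male carried floxed *Ebf1* without Cre, so sex and kind of control were confounded in WT. KO against WT was tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM, filterByExpr, terms for sex, batch and genotype) in R 4.3.3. Because batch 2 held KO mice only, the batch term left the fitted fold change to the 2 WT and 2 KO mice of batch 1, and the batch 2 mice added only to the estimate of spread. A fit without the batch term used all 4 KO mice, and its counts stand beside the others. Genes with a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change above 0.2, the thresholds the study used, were called. Classes with at least 20 cells in every mouse were tested; the mature B and plasma-like class had 10 in the smallest mouse and was not. A term for class by genotype compared the lymphoid-like with the stem and multipotent-like class. Fixed gene lists with at least 3 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry.

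Shares of cells, scores and shares of cells with a UMI were compared by two-sided exact permutation tests over the 15 splits of 6 mice into 2 and 4. The smallest p these can give is 0.0667, so no such test can reach 0.05. LSK and LK shares were compared within mice by an exact sign-flip test, whose smallest p is 0.0312. For the G2-M score and for Cebpa, Myc and Ebf1, cells were thinned to 3000 UMIs, since depth differed between libraries. The score is a mean over seeded draws and the shares are exact expectations; a single draw had been used first and was replaced after its values had been seen to move between draws. The G2-M score used 54 genes; the study's own list, of which 245 genes were found, was used as an alternative. Intervals are 95% Poisson or exact binomial intervals and cover counting error only. The floor for a group with 0 counts is 3 counts over the group.

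Genes named in the text follow a rule fixed before the data were examined: 13 fixed genes, the 8 called genes with the smallest adjusted p in each direction among those whose WT and KO mice did not overlap, and up to 4 called members of each fixed list. Some genes that this rule names are not reported here. Immunoglobulin variable segments were counted and not named unless that rule named them. Chance alone keeps the 2 WT mice above or below all 4 KO mice in 2 of the 15 splits. The tests were tried on simulated data, in which known changes were put into counts of the same depth and spread in 6 draws per comparison. Of genes changed 2-fold, 81.3% (lymphoid-like), 85.4% (stem and multipotent-like), 82.7% (all LSK cells) and 82.9% (all LK cells) were called. The false share of the calls was 13.2%, 12.2%, 18.9% and 11.1%, above the nominal 10% in all 4. The simulated mice varied independently, with no difference between libraries, pools or batches. False calls that such differences cause are therefore left out of these shares.

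Alternatives set before the data were examined were DESeq2 1.42.0 (its test, and its size factors in edgeR), no filter on low counts, no batch term, pools in place of mice as replicates, each mouse left out in turn, a minimum of 2000 genes per cell, assignment of sex by majority, the UMI limit, Leiden resolution 0.5 and 2, no batch correction of the clustering, immunoglobulin and B lineage genes kept in clustering, LSK libraries alone, no thinning, and the study's G2-M list. Chosen after the data were seen were LK libraries alone, LK and LSK cells without clusters 23 and 27, and further fits of the other classes and of the class by genotype term. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, data.table (1.17.8) and matplotlib 3.10.9.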

Results

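Transcripts of single bone marrow progenitor cells were counted in mice with (WT) or without (KO) an intact *Ebf1* gene in Tie2-expressing cells and their progeny. EBF1 is a transcription factor needed to make B cells. The cells came from the LSK fraction, which holds stem cells and multipotent progenitors, and from the wider LK fraction, for which the labels give no gate on Sca1 and which also holds progenitors committed to blood lineages. Libraries of 1 WT pool and 2 KO pools were analysed, each pool made of 1 female and 1 male mouse, which gave 2 WT mice (batch 1) and 4 KO mice (2 in each batch). The WT libraries of batch 2 were not analysed here. Total counts were 129192045 UMIs in WT LK, 117112628 in WT LSK, 108263675 in KO LK of batch 1 and 135444005 in KO LSK of batch 1. In batch 2 they were 148457468 in KO LK and 150910558 in KO LSK. After filtering, 39520 cells were kept: 7024 in WT LK, 5311 in WT LSK, 5129 and 8464 in KO LK and LSK of batch 1, and 5823 and 7769 in KO LK and LSK of batch 2. Median UMIs per kept cell ranged from 11078.5 in KO LSK of batch 1 to 19518 in KO LK of batch 2. In the WT LSK library 57.6% of barcodes passed the minimum of 1200 genes, against 81.7 to 97.0% in the other 5 libraries.

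Transcripts of *Ebf1* itself (ENSMUSG00000057098, GRCm38 chromosome 11, 44617317 to 45008091) were measured in every mouse. The exons that the deletion removes are not given in the sources used here and 3′ tags read the end of a transcript, so these counts may not show the deletion. In lymphoid-like cells of the LSK fraction, Ebf1 stood at 4.28 CPM in the WT female and 52.2 CPM in the WT male. The KO mice had 95.9 CPM (batch 1 female), 85.7 CPM (batch 1 male), 55.2 CPM (batch 2 female) and 38.8 CPM (batch 2 male). In lymphoid-like LK cells the WT female and male had 2.46 and 16.5 CPM, and the 4 KO mice had 77.9, 40.0, 43.1 and 33.9 CPM. Over both fractions Ebf1 was higher in KO by 2.03 on the log2 scale (SE 0.48, adjusted p = 0.0976), with 23.2 ± 27.2 CPM in WT (SD, n = 2) and 66.4 ± 26.4 CPM in KO (SD, n = 4), and the groups overlapped. That call ended without the KO batch 1 female (1.64), without the KO batch 1 male (2.54) and without the batch term (1.74, no replicate block). In stem and multipotent-like cells Ebf1 stood at 0.252 ± 0.0669 CPM in WT and 0.845 ± 0.650 CPM in KO, which did not pass the threshold.

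The lymphoid-like class asks which genes change without EBF1 in progenitors already turned towards lymphoid fate, and it held 4256 cells, 483 to 885 per mouse, with 8058124 to 20686206 UMIs per mouse. Of 12197 genes tested, 88 were higher and 55 lower in KO. WT and KO mice did not overlap in 120 of the 143, a count that the calls themselves favour; chance keeps a gene not chosen in this way apart in 2 of the 15 splits. Socs2, an inhibitor of cytokine signalling, rose by 3.25 on the log2 scale (SE 0.12, adjusted p = 4.89e-09), from 9.13 ± 0.642 to 62.5 ± 30.7 CPM. Among genes of antigen presentation by MHC class II, Cd74, the invariant chain, rose by 1.56 (SE 0.12, adjusted p = 1.35e-05), from 12.2 ± 5.09 to 37.0 ± 10.2 CPM, H2-Eb1 by 1.73 and H2-Aa by 1.53. The antigen presentation list that holds them was not called with an estimated correlation. Mycn, a growth regulator of the Myc family, rose by 1.60, Klf2, a factor of lymphocyte quiescence, by 2.23, and Ifitm1, an interferon-induced membrane protein carried by stem cells, by 1.24. Of 18 early-response genes 10 were called, all higher in KO (15 adjusted over the list alone), with a median of 1.03 and an adjusted p = 0.168 with an estimated correlation: the AP-1 subunits Jund, Jun and Fosb rose by 1.001, 1.06 and 1.96. Without the batch term 3 genes were called (no replicate block), which were Igkc, Jchain and Cd74, against 48 without the KO batch 1 female and 47 without the KO batch 1 male.

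Of the immunoglobulin transcripts, those of light chains and the J chain fell in lymphoid-like KO cells. Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), the kappa constant region, stood at 128 ± 0.673 CPM in WT and had 1 count in all KO cells of the class, a ratio of 7750 (95% Poisson interval 1390 to 306000). Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891), which joins secreted antibodies, fell by 4.81 (SE 0.32, adjusted p = 4.91e-06), from 18.3 ± 2.58 to 0.486 ± 0.399 CPM. Iglc3 and Iglc1 had 0 KO counts and were at least 37.7-fold and 26.7-fold lower, with the floor set over the group. Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730), the mu heavy chain, which lymphoid progenitors transcribe before any antibody is made, stood at 575 ± 55.1 CPM in WT and 498 ± 27.3 CPM in KO, which did not pass the threshold (log2 -0.14, adjusted p = 0.457). It was lower by 0.21 in LSK libraries alone (adjusted p = 0.262) and higher by 0.17 in LK libraries alone (adjusted p = 0.744). The fall in Igkc was not particular to this class, since Igkc was lower in KO cells of the other classes too. Over all barcodes before filtering, the WT LSK library held 180 with over 100 immunoglobulin UMIs and the WT LK library 17. The KO libraries had 0 such barcodes. Sdc1, the plasma cell marker CD138, fell by 0.84 and Gria3, a glutamate receptor subunit, by 0.67.

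Myeloid genes were also compared in lymphoid-like cells. Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928), the factor that starts granulocyte development, was higher by 0.29 (SE 0.14, adjusted p = 0.483), at 11.8 ± 0.955 CPM in WT and 16.6 ± 2.79 CPM in KO. Spi1, which encodes PU.1, differed by 0.027 and Myc by -0.19 (adjusted p = 0.304), neither past the threshold. Of 28 myeloid genes, 3 were called and all 3 fell (13 lower and 2 higher adjusted over the list alone): Elane, the neutrophil elastase, by 1.77, Ly6c2 by 1.55 and Mpo, the myeloperoxidase, by 0.38. The class took 31.8% of its WT cells from LK libraries, against 14.6% in KO batch 1 and 15.9% in KO batch 2, and in LSK libraries alone Elane and Mpo were higher in KO by 0.36 and 0.05. Genes of lymphoid priming did not pass the threshold: Dntt, the enzyme that adds bases at antigen receptor joints, differed by 0.087, Flt3, a receptor of early progenitors, by -0.26 (adjusted p = 0.104), and Il7r, the interleukin 7 receptor, by -0.44 (adjusted p = 0.240). Of 40 Myc targets 39 were higher in KO, with a median of 0.14 and 6 higher adjusted over the list alone (adjusted p = 3.75e-09 at the preset correlation and 0.284 with an estimated correlation). Among them 2 were called: Tcof1 rose by 0.34, with overlapping groups, and Nme1 by 0.30. Ung, a DNA repair gene of S phase, rose by 0.37.

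Over the fixed lists in lymphoid-like cells, camera called 13 of 18 at a preset correlation and 0 with an estimated correlation, and 12 without the batch term (no replicate block). Early-response genes had an adjusted p = 7.88e-37 at the preset value and an adjusted p = 0.168 with an estimated correlation. Antigen presentation (4 of 12 higher, 6 adjusted over the list alone), interferon response (5 of 23 higher, 8 over the list alone, among them Ifitm3 by 0.65 and Ifi27l2a by 0.66), myeloid and immunoglobulin genes (5 of 15 lower) each had an adjusted p = 0.162 with an estimated correlation. The G2-M list of 54 genes had a median of -0.12, with 9 lower adjusted over the list alone, and an adjusted p = 0.542 with an estimated correlation. The stem list differed in sign between its median (-0.09) and its mean (0.10), with Ly6a, which encodes Sca1, higher by 0.72 and Adgrl4 lower by 0.39.

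The stem and multipotent-like class asks whether *Ebf1* already acts before lymphoid fate is set, and it held 7130 cells, 939 to 1318 per mouse, with 9937922 to 14907479 UMIs. Of 12713 genes tested, 67 were higher and 22 lower in KO, and WT and KO mice did not overlap in 76 of the 89, again a count favoured by the calls. Early-response genes rose, 13 of 18 (17 adjusted over the list alone) with a median of 1.14: the heat shock gene Hspa1a rose by 5.03 (SE 0.34, adjusted p = 1.89e-06), from 0.573 ± 0.0373 to 17.9 ± 15.8 CPM. Fosb rose by 2.48, Fos by 1.78 and Jun by 1.41, from 457 ± 55.3 to 1350 ± 269 CPM. Among MHC class II genes, H2-Eb1 rose here too, by 1.39 (SE 0.14, adjusted p = 0.000133), from 10.1 ± 1.68 to 27.3 ± 2.16 CPM, as did Cd74 by 1.0, H2-Aa by 0.98 and H2-Ab1 by 0.92. Interferon-response genes rose in 5 of 23 cases (12 adjusted over the list alone), among them the GTPase Iigp1 by 0.78 and Zbp1, a sensor of viral nucleic acids, by 0.79. Flt3 fell by 0.44 (SE 0.07, adjusted p = 0.00545), from 183 ± 9.15 to 141 ± 10.4 CPM, but not past the threshold without the KO batch 1 male (-0.37) or without the batch term (-0.37, no replicate block). Gata2, a factor of stem and erythroid cells, rose by 0.34. Myc was lower by 0.35 (adjusted p = 0.0709), a call that ended without the KO batch 1 female (-0.30), the KO batch 1 male (-0.38) or the WT male (-0.26). Without the batch term 14 genes were called (no replicate block), against 59 without the KO batch 1 male, 306 and 296 without the KO batch 2 female and male, and 175 without the WT female.

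Immunoglobulin genes were lower in stem and multipotent-like KO cells in 7 of 10 cases, with a median of -6.54, or -4.41 with genes at 0 set to their bound. Igkc stood at 206 ± 4.16 CPM in WT and had 2 counts in KO, a ratio of 4850 (95% Poisson interval 1340 to 40100), and Jchain fell by 6.34. Ighm fell by 1.79 (SE 0.10, adjusted p = 2.55e-07), from 230 ± 25 to 66.5 ± 6.75 CPM, and was lower by 0.70 in LK libraries alone, where it did not pass the threshold. With an estimated correlation, 4 of the 14 lists called by camera held: immunoglobulin (adjusted p = 0.0216 with an estimated correlation), mature B and plasma cell genes (0.0590), early response (0.0864) and antigen presentation (0.0864). Interferon response had an adjusted p = 0.174 with an estimated correlation. The G2-M list had a median of -0.04 and a camera direction of higher in KO, with an adjusted p = 0.990 with an estimated correlation.

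**Figure D1:**
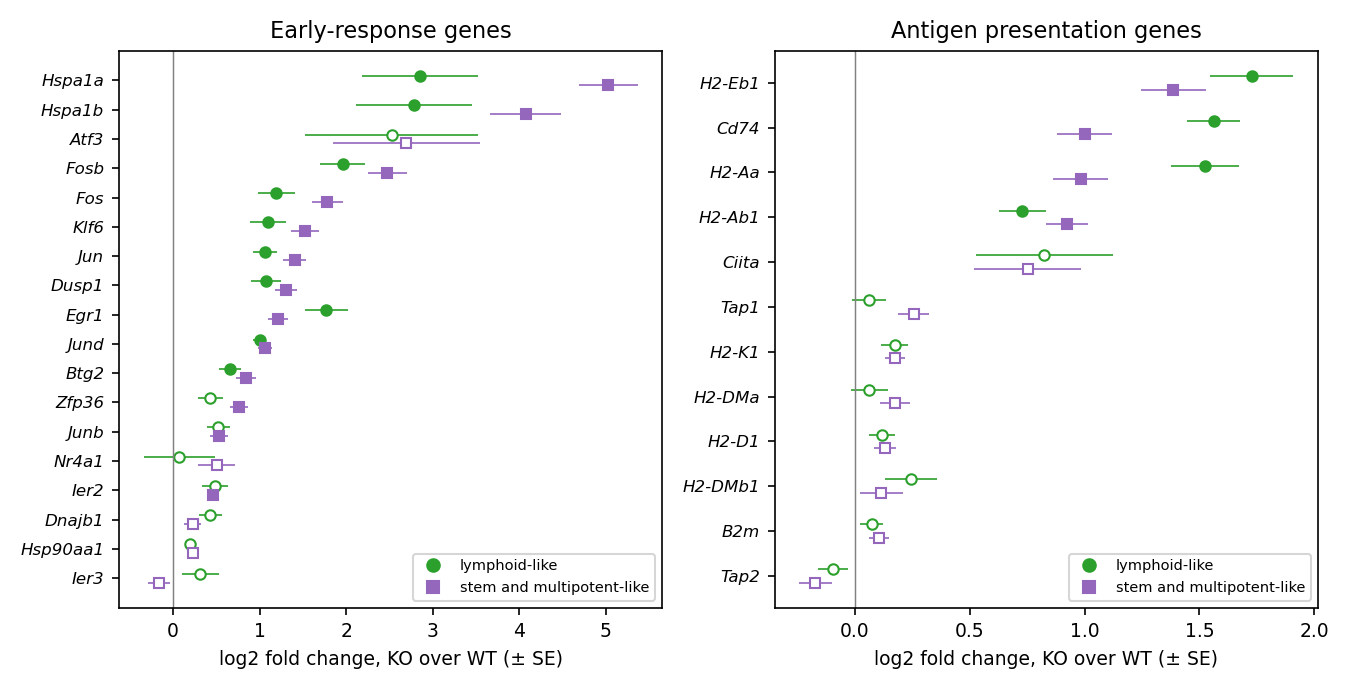
Log2 fold change (KO over WT, with its SE) of each early-response and antigen presentation gene in lymphoid-like (circles) and stem and multipotent-like cells (squares), with called genes filled and others hollow. Called genes lie to the right of 0 in both classes, from Ier2 at 0.46 in stem and multipotent-like cells to Hspa1a at 5.03, and the 4 called antigen presentation genes are MHC class II genes.

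Whether the change between KO and WT differs between the lymphoid-like and the stem and multipotent-like class was tested by a term for class by genotype over 13129 genes. The fit had no term for batch by class, so it used KO mice of both batches, whereas the fold changes within each class rest on batch 1. It differed in 23 genes, 14 with the larger value in lymphoid-like cells. Socs2 rose in lymphoid-like cells beyond its change in stem and multipotent-like cells, with a log2 ratio of folds of 2.44 (SE 0.28, adjusted p = 0.000185). Mycn (1.60), Ifitm1 (0.95) and Ifitm3 (0.39) did likewise. Ighm had a log2 ratio of 1.61 (adjusted p = 4.20e-10): it fell in stem and multipotent-like cells and did not pass the threshold in lymphoid-like cells. Free RNA of antibody-secreting or B cells, treated below, was not taken away in this fit, so the value does not show a loss particular to 1 class. Of the early-response genes 1 of 18 differed, Ier3, named after its values were seen. The count was 56 without the KO batch 1 female, 15 without the KO batch 1 male, 15 without the KO batch 2 female and 5 without the WT female.

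Over all LSK cells (31055613 to 63912512 UMIs per mouse), which asks what the loss of *Ebf1* changes in the whole fraction, 99 of 14926 genes were higher and 137 lower in KO, and 207 of the 236 had mice that did not overlap, which the calls favour. Some transcripts of antibody-making and B cells were nearly absent in KO, Igkc among them. It fell by 16.80 (SE 0.30, adjusted p = 3.69e-07), from 10900 ± 9220 to 0.0946 ± 0.0275 CPM. Of 40 immunoglobulin genes 24 fell, 14 of them variable segments. Ighm fell by 4.15, but not past the threshold without the KO batch 1 female (-3.54). Cd79a, part of the B cell receptor, fell by 8.20, from 20.9 ± 5.09 to 0.0719 ± 0.0353 CPM, Mzb1, a chaperone of antibody secretion, by 5.50, and Vpreb3, a pre-B cell gene, by 9.73. Immunoglobulin (median -6.54, or -5.30 with genes at 0 set to their bound) and mature B and plasma genes (8 of 11 lower) each had an adjusted p = 0.0301 with an estimated correlation, and B lineage genes (9 of 27 lower, 17 adjusted over the list alone) had 0.233. Much of this came with cells of the mature B and plasma-like cluster 23 and the pre-B-like cluster 27: without them 122 genes were called, Ighm was lower by 0.58 and Ly6d, lower by 1.80 before, was higher by 0.05. The MHC class II genes H2-Ab1, H2-Eb1 and H2-Aa rose by 0.85, 1.51 and 1.35. The antigen presentation list that holds them was not called with an estimated correlation. Socs2 rose by 1.72, the activation marker Cd69 by 0.90 and the platelet gene Pf4 by 1.30. Early-response (11 of 18 higher, 16 adjusted over the list alone) and interferon genes (7 of 24 higher, 14 over the list alone) had an adjusted p = 0.311 with an estimated correlation. Hlf, a stem cell factor, fell by 0.32. Without the batch term 80 genes were called (no replicate block). The count was 44 and 58 without the KO batch 1 female and male, 563 and 545 without the KO batch 2 female and male, and 740 and 363 without the WT female and male.

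Over all LK cells (35826717 to 94696262 UMIs per mouse), which asks the same of the wider fraction, 157 of 13781 genes were higher and 60 lower in KO, and 160 of the 217 had mice that did not overlap, which the calls favour. Igkc fell by 11.31 (SE 0.09, adjusted p = 8.08e-14), from 677 ± 235 to 0.324 ± 0.146 CPM, and 10 of 13 immunoglobulin genes fell (adjusted p = 0.0238 with an estimated correlation). Nme2, a nucleotide kinase, fell by 1.68 (SE 0.11, adjusted p = 3.65e-05), from 22.5 ± 2.74 to 6.53 ± 0.660 CPM. All its WT cells came from 1 library, which stood apart in the 5 classes measured, with 14.87 to 29.84 CPM against 2.846 to 9.977 in KO LK and 4.322 to 14.63 in WT LSK libraries. Over all LSK cells Nme2 was instead higher in KO, by 0.52 (SE 0.11, adjusted p = 0.0931). Interferon-response genes rose, 9 of 23 (15 adjusted over the list alone, adjusted p = 0.110 with an estimated correlation), among them Iigp1 by 1.14 and Irf7 by 0.65, and so did the MHC class I genes H2-Q7 by 0.68, H2-D1 by 0.35 and B2m by 0.26. All 4 globin genes tested rose, by 0.75 (Hbb-bt) to 0.90 (Hbb-bs), with overlapping groups and an adjusted p = 0.169 with an estimated correlation. The mean share of erythroid-like cells among LK cells was higher in KO too. The granule genes Elane, Ctsg and Prtn3 rose within batch 1, by 0.36, 0.33 and 0.29, as did Cebpe, a factor of granulocyte maturation, by 0.33. Elane stood at 2224 ± 304 CPM in WT, 2853 CPM in KO batch 1 and 995 CPM in KO batch 2, in the same order as the share of neutrophil-like cells (19.7%, 23.7% and 12.8%). Without the batch term all 4 turned to lower in KO (no replicate block), by 0.21, 0.04, 0.15 and 0.22, and 6 genes were called in all. The count was 858 and 395 without the KO batch 1 female and male, 447 and 469 without the KO batch 2 female and male, and 52 without the WT male.

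The other named classes were compared in the same way, 6 in all. Erythroid-like cells had 191 higher and 94 lower genes, neutrophil-like cells 118 and 104, megakaryocyte-like cells 64 and 38, monocyte and dendritic cell-like cells 19 and 20, mast, basophil and eosinophil-like cells 4 and 8, and T, NK and innate lymphoid-like cells 2 and 3. Without the batch term (no replicate block) these classes had 19, 5, 18, 3, 4 and 2 called genes. The erythroid count was 634 and 641 without the KO batch 1 female and male, 576 and 545 without the KO batch 2 female and male, and 170 without the WT male. The neutrophil count was 498 and 513 without the KO batch 2 female and male and 99 and 110 without the WT female and male. The megakaryocyte count was 165 and 162 without the KO batch 2 female and male and 52 without the WT male. The monocyte count was 127 without the KO batch 1 female, 91 and 78 without the KO batch 2 female and male, and 76 and 16 without the WT female and male. The mast cell count was 4 without the KO batch 1 male, and 102 and 21 without the WT female and male. The T and NK count was 31 and 8 without the KO batch 1 female and male, 30 and 31 without the KO batch 2 female and male, and 96 and 33 without the WT female and male.

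Shares of cell classes per mouse were compared to ask whether the loss of *Ebf1* shifts progenitors between fates, with no two-sided exact permutation test able to go below 0.0667. Unnamed cells numbered 15918 and made up a mean of 47.4% of LSK and 31.5% of LK cells. The named classes, in these shares and in the gene tests by class, leave them out. Among them was cluster 2, with Flt3 and Satb1 among its top genes. Stem and multipotent-like cells made up 33.0 ± 4.24% of LSK cells in WT and 27.4 ± 1.48% in KO (exact permutation p = 0.0667, adjusted p = 0.267, lower in 4 of 4 KO mice), and the difference was -5.32 points within batch 1. Within the class the fall lay in cluster 4, with 13.52% of WT LSK cells against 8.19% and 8.52% in KO batches 1 and 2. Cluster 1 held 13.59% against 13.87% and 13.21%, and cluster 14, with Procr and Mecom among its top genes, 5.16% against 5.48% and 5.41%. Lymphoid-like cells made up 13.1 ± 3.52% of LSK cells in WT and 17.2 ± 1.83% in KO (exact permutation p = 0.2), and 4.43 points more within batch 1. Megakaryocyte-like cells made up 2.06% of LSK cells in WT and 4.42% in KO, above both WT mice in all 4 KO mice. Among LK cells, neutrophil-like cells made up 19.7 ± 2.58% in WT and 18.2 ± 6.49% in KO, with 23.7% in KO batch 1 and 12.8% in KO batch 2. Erythroid-like cells made up 18.1 ± 2.55% of LK cells in WT and 24.0 ± 5.14% in KO (exact permutation p = 0.133), and 2.03 points more within batch 1. Cells of the mature B and plasma-like cluster made up 2.21 ± 2.08% of LSK cells in WT and 0.575 ± 0.519% in KO. Its KO cells did not hold the transcripts it was named for: Igkc stood at 8719 and 8959 UMIs per LSK cell in the WT female and male, and at 0.0339, 0, 0.2857 and 0 in the 4 KO mice. Without batch correction of the clustering, the differences in LSK lymphoid-like and LK erythroid-like cells turned to -2.21 and -6.99 points. There, clusters with over 80% of their cells in 1 KO batch 2 library stayed unnamed. One with Dntt among its top genes held 1273 KO LSK cells of batch 2, and one with Car1 and Klf1 held 1392 KO LK cells of batch 2. The named lymphoid-like cluster held 7.66% of WT LSK cells, 11.76% of KO LSK cells in batch 1 and 0.1% in batch 2.

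**Figure D2:**
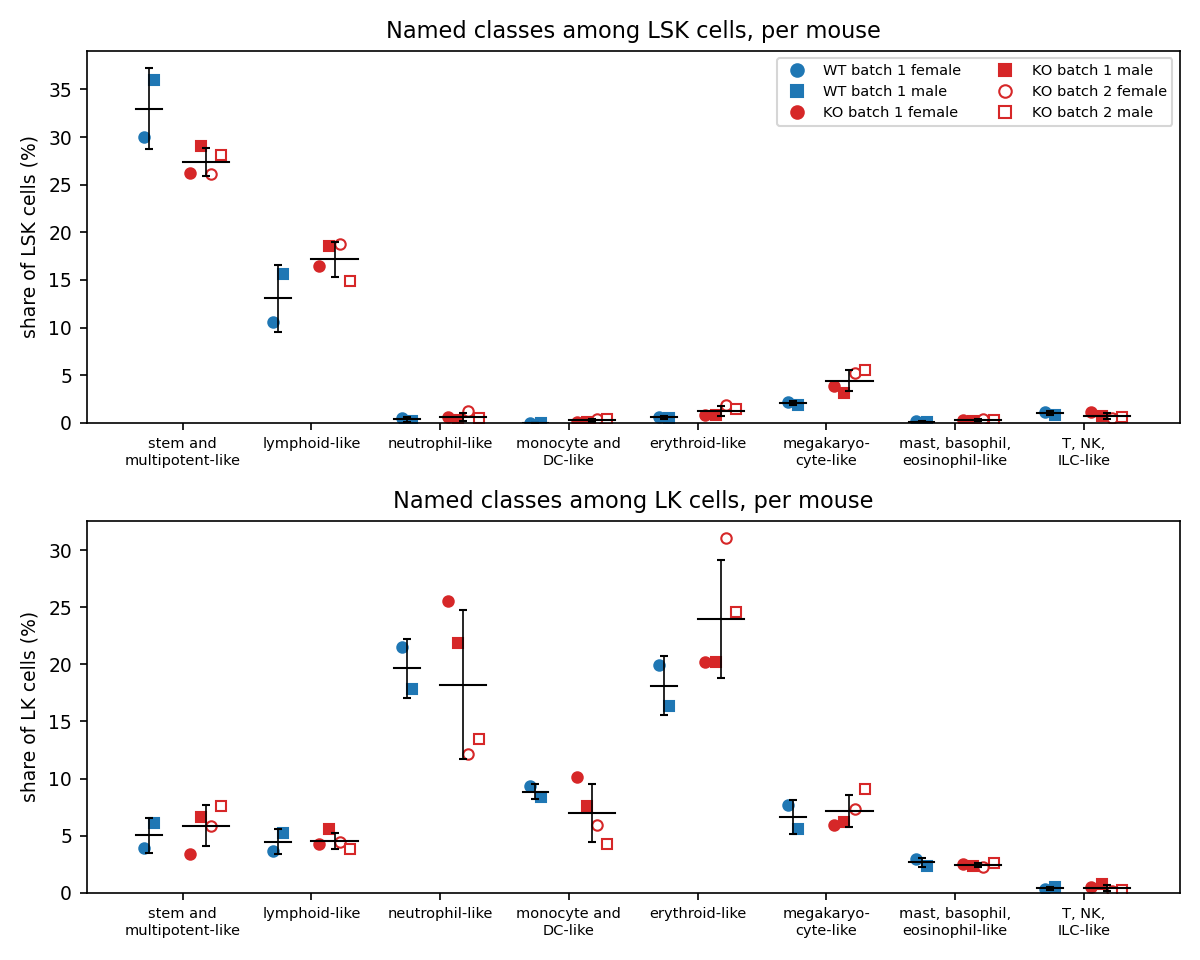
Share of LSK cells (top) and LK cells (bottom) in each named class, in percent, with 1 point per mouse and the mean and SD of each genotype. All 4 KO mice lie below both WT mice for stem and multipotent-like LSK cells (27.4% against 33.0%) and above them for megakaryocyte-like LSK cells (4.42% against 2.06%).

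The sort itself was compared within mice. LSK cells held 29.2 ± 3.64% stem and multipotent-like and 15.8 ± 2.99% lymphoid-like cells, and LK cells held 5.59 ± 1.60% and 4.51 ± 0.753%, higher in LSK in 6 of 6 mice. LK cells held 22.0 ± 5.12% erythroid-like and 18.7 ± 5.21% neutrophil-like cells, and LSK cells 1.02 ± 0.541% and 0.553 ± 0.386%. All 10 classes, unnamed cells included, differed at an exact sign-flip p = 0.0312 (adjusted p = 0.0312), the smallest it can give. With 5 mice, whichever mouse was left out, the smallest p is 0.0625 and 0 classes pass, with the same direction in all 10.

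Proliferation of lymphoid-like cells was measured by a G2-M score after thinning each cell to 3000 UMIs. It stood at 0.451 ± 0.0179 in WT (SD, n = 2) and 0.445 ± 0.0257 in KO (SD, n = 4), a difference of -0.0054 smaller than the spread between mice (exact permutation p = 0.933). KO mice had 0.429 in batch 1 and 0.462 in batch 2. The sign depended on the libraries: KO minus WT was 0.0139 in LSK libraries alone (exact permutation p = 0.667) and -0.0493 in LK libraries alone (exact permutation p = 0.2). In cluster 5, the less cycling part of the class, the score was 0.194 ± 0.0012 in WT and 0.209 ± 0.0032 in KO (exact permutation p = 0.0667, the smallest the design can give, higher in 4 of 4 KO mice). In the cycling cluster 6 it was lower in KO by 0.0212 (exact permutation p = 0.467).

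Shares of lymphoid-like cells with a UMI at 3000 UMIs per cell were compared for Cebpa, Myc and Ebf1. Cebpa was found in 3.47 ± 0.251% of WT and 5.05 ± 0.976% of KO cells (exact permutation p = 0.133), in 4.23% within KO batch 1 and 5.87% within KO batch 2. In erythroid-like cells, a background for Cebpa, its share was 1.73% in WT and 1.02% in KO. Myc was found in 32.1 ± 0.397% of WT and 31.6 ± 2.83% of KO lymphoid-like cells (exact permutation p = 0.867). Ebf1 was found in 4.84 ± 5.22% of WT and 13.6 ± 5.24% of KO cells (exact permutation p = 0.2), against 0.0877% and 0.0657% of erythroid-like cells. Before thinning, median UMIs were 17337 in lymphoid-like WT cells, 14719.5 in KO batch 1 and 21545 in KO batch 2, and 20455, 23004.5 and 34489 in erythroid-like cells.

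**Figure D3:**
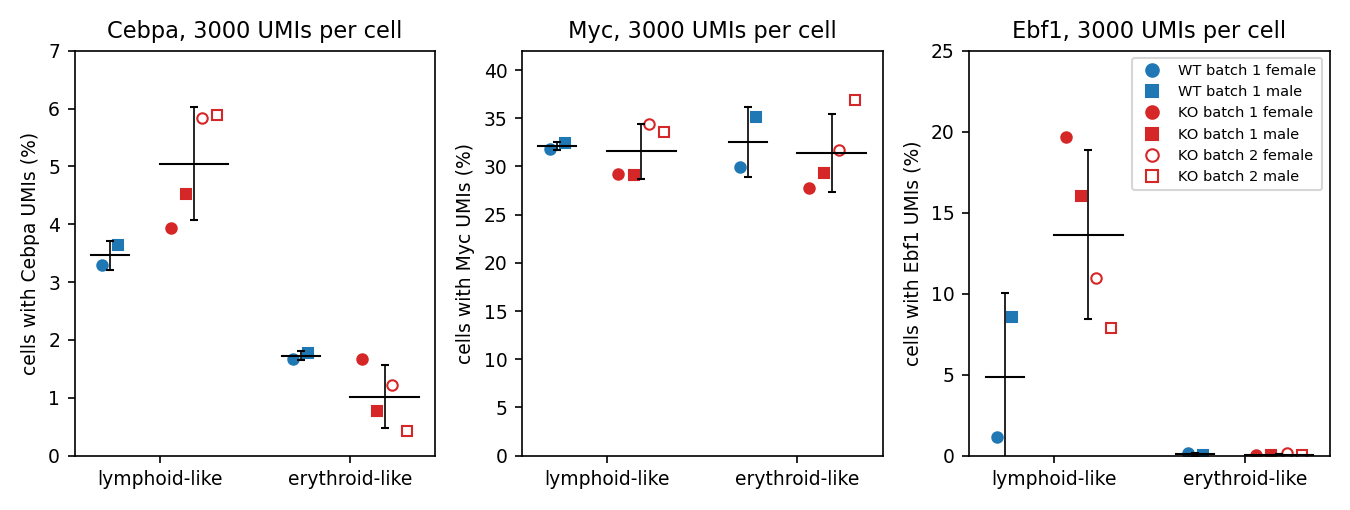
Share of cells with at least 1 UMI of Cebpa, Myc or Ebf1 after thinning to 3000 UMIs per cell, in percent, with 1 point per mouse and the mean and SD of each genotype. Cebpa is above both WT mice in all 4 KO mice in lymphoid-like cells (5.05% against 3.47%), Myc shares overlap (31.6% against 32.1%), and Ebf1 is near 0 in erythroid-like cells.

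Immunoglobulin UMIs were also compared between classes within the WT mice, to see whether stem and lymphoid-like cells hold more of them than erythroid-like cells do. Per 10000 UMIs, WT stem and multipotent-like cells held 9.54 ± 0.995 times as many (SD, n = 2) and lymphoid-like cells 15.3 times as many as erythroid-like cells. Within LK libraries the ratio for stem and multipotent-like cells was 2.60, and within LSK libraries 1.92. The lymphoid-like ratio was 11.9 within LK and 3.14 within LSK. Erythroid-like cells held more UMIs each, and per cell the ratio for stem and multipotent-like cells was 0.798 ± 0.127 within LK and 0.766 ± 0.05 within LSK, and that for lymphoid-like cells 7.6 and 2.002. Counts differed between the 2 WT libraries by more than between classes for Igkc: the LSK value over the LK value of the same class and mouse was 8.66 and 10.3 in stem and multipotent-like cells and 5.19 and 9.69 in erythroid-like cells.

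**Figure D4:**
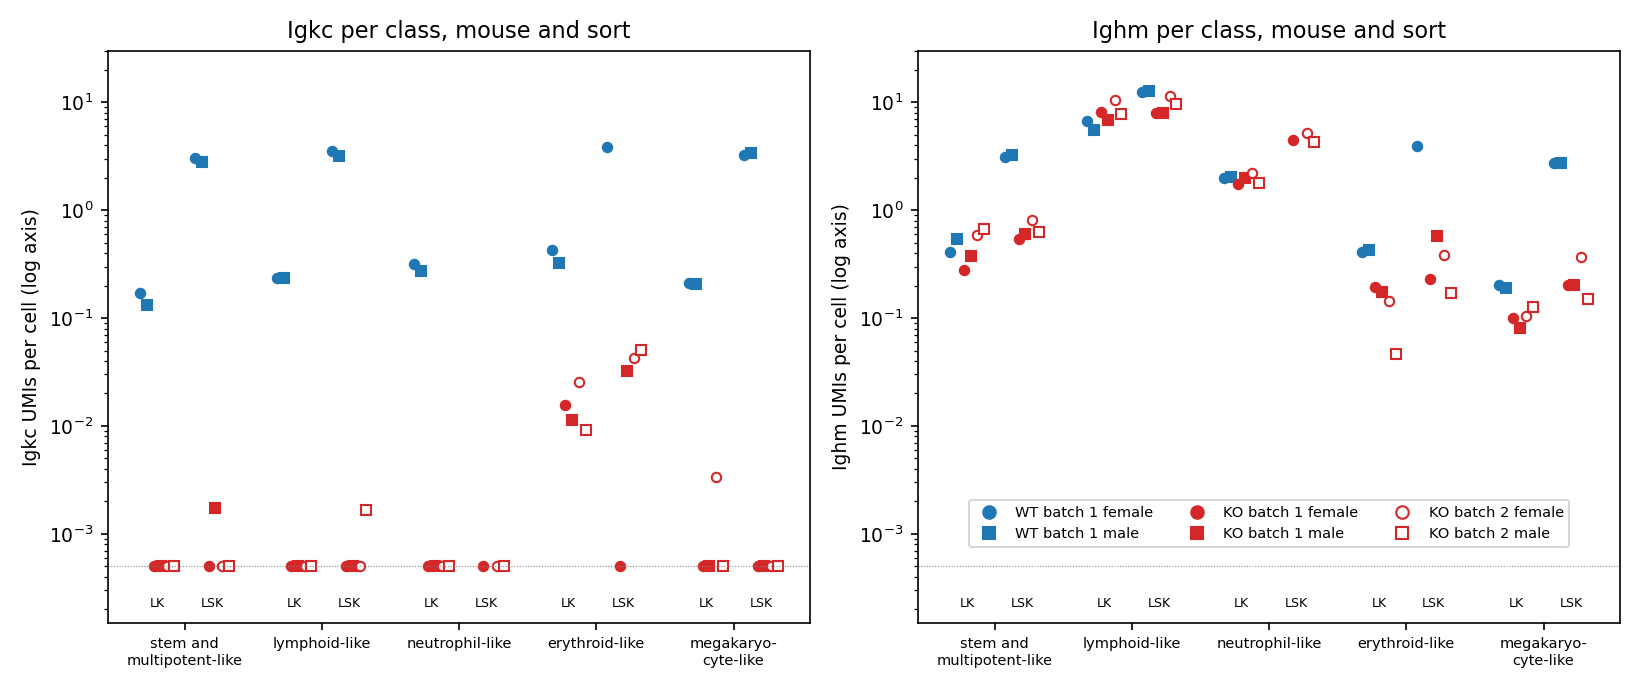
Igkc and Ighm UMIs per cell (log axis) by class, sort and mouse, for groups of at least 20 cells; points on the dotted line are groups with 0 counts. WT mice hold Igkc in every class drawn, with more in LSK than in LK libraries, and KO mice keep Ighm in lymphoid-like and neutrophil-like cells.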

Values the study reported

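The study analysed 59,505 cells. Genes were taken as changed at an FDR of 0.1 and an absolute log2 fold change of 0.2. In its combined clusters 0, 1, 2 and 9, it reported 17 changed genes, of which 11 were genes of immunoglobulins, the J chain or B-lymphoid cells. The study also found lower immunoglobulin expression in bulk RNA-seq of sorted multipotent progenitors (MPP3 and MPP4). By bulk chromatin accessibility in MPP3 cells, it reported sites near B-lymphoid genes that depend on EBF1. It reported no significant change in the abundance of clusters. By flow cytometry, however, it found more stem cells, MPP2 and MPP3 cells in KO marrow, and no significant change in MPP4 cells. For a lymphoid cluster, it reported more KO cells that express Cebpa, and higher expression of Myc and of G2-M genes in KO. In bulk RNA-seq it found more Cebpa transcripts in KO MPP3 and MPP4 cells. Overexpression of EBF1 in WT cells of both kinds lowered Cebpa.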

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

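The tests of Ighm, of Igkc in erythroid-like cells and of early-response genes below were chosen only after the results were seen, and the other tests of immunoglobulin genes before.

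Igkc was lower in KO cells of every class, while Ighm was not lower in lymphoid-like or monocyte and dendritic cell-like cells of LK libraries, and Igkc differed between the WT libraries in barcodes outside every comparison. In barcodes under the gene minimum, Igkc stood at 35.65 UMIs per 10000 in WT LSK and 1.172 in WT LK, and at 0 in the 4 KO libraries. A B-lymphoid program primed in WT progenitors was excluded as the whole cause. LK erythroid-like cells, which have left lymphoid fate, held 12.7 times as many Igkc UMIs per cell in the lowest WT as in the highest KO mouse. As a part in stem and multipotent-like cells, priming was tested in the WT LK library among cells with at most 2 immunoglobulin UMIs. The ratio of stem and multipotent-like to erythroid-like cells was at most 0.942 per cell. That is under the bound set against priming before the results were seen, so the bound as set went against priming. Per 10000 UMIs, a unit that the bound did not include, the ratio was 2.419 and 3.066, with more UMIs per erythroid-like cell. The 2 units differ, so priming as a part stays open. Free RNA of antibody-secreting or B cells is a candidate source, and it met the bound set for it before the results were seen. That bound compared cells of the WT LK library with at most 2 immunoglobulin UMIs. There the lower of both mice had 1.06 times as many such UMIs per erythroid-like as per stem and multipotent-like cell. In the WT LSK library, Igkc UMIs per cell in the female and male were alike over classes. They were 3.011 and 2.803 in stem and multipotent-like, 3.558 and 3.15 in lymphoid-like, and 3.25 and 3.41 in megakaryocyte-like cells. Free RNA was taken away as the Igkc UMIs times a ratio of Ighm to Igkc. That ratio came from megakaryocyte-like cells of the same WT library (0.939 in LK, 0.82 in LSK). Ighm per stem and multipotent-like cell was then 1.01 times as high in WT as in KO batch 1 in LK (interval 0.869 to 1.11, before 1.42). In LSK it was 1.34 times (0.63 to 1.95, before 5.56). WT cells there held 1.54 times as many UMIs, and division by this ratio of mean UMIs per cell gives 0.87 (0.41 to 1.27). WT mature B and plasma-like cells had Ighm to Igkc ratios of 0.356 in LK and 0.364 in LSK. A smaller ratio takes away less Ighm, so these values depend on the ratio chosen and do not decide. A KO marrow that makes no B cells would lack such free RNA, an effect of the genotype that stays open. In lymphoid-like cells the ratio for Ighm, divided by the ratio of mean UMIs per cell, was 0.92 in LSK and 0.87 in LK.

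Early-response genes, among them Fosb, Jun and Hspa1a, were higher in KO stem and multipotent-like cells. A WT LSK library standing apart was excluded as the whole cause, since in LK libraries alone the median of the list was 1.21. Handling that reached all cells of a pool alike cannot be told apart from other causes: the erythroid-like median was 0.263 times that of stem and multipotent-like cells, between the bounds set for either outcome, and medians were 0.69 in T, NK and innate lymphoid-like, 0.49 in monocyte and dendritic cell-like, 0.45 in neutrophil-like and 0.22 in mast, basophil and eosinophil-like cells, against 1.14 in stem and multipotent-like cells. Loss of *Ebf1* inside the cells that use it stays open: the folds in lymphoid-like over those in stem and multipotent-like cells had a median log2 ratio of -0.06, with 8 of 18 larger in the former, and in megakaryocyte-like cells, with a median of 0.74, the 0 Ebf1 UMIs of WT mice allow up to 0.474 CPM, above the 0.241 CPM of WT stem and multipotent-like cells. These counts do not show that stem and multipotent-like cells use Ebf1 above background. The 0.241 CPM rests on 6 UMIs. After thinning, 0.0707% of WT stem and multipotent-like and 0.0877% of WT erythroid-like cells had an Ebf1 UMI. WT and KO cells were loaded as separate libraries, so a difference in handling between pools that acts on some cell types more than others remains open, as does an untested effect of the genotype through other cells or earlier stages. Libraries of 1 genotype differed too. In stem and multipotent-like cells the list stood at 4838 CPM in KO LSK of batch 1 and 7610 CPM in batch 2, against 2474 CPM in WT LSK. In LK these were 5005, 5469 and 2817 CPM.

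A single KO mouse stood far from the other 3 in 9 of 219 groups, where chance gives about 1 in 20. In Igkc of 2 classes and the Iglc genes the other 3 mice had 0 counts, so that any count stands apart and tells nothing of the mouse. These 9 were lymphoid-like Igkc at 0.0741 CPM (1 count) in the batch 2 male and Jchain at 1.08 CPM in the batch 1 male. In stem and multipotent-like cells, they were Ly6d at 0.543 CPM in the batch 1 female and Igkc at 0.195 CPM in the batch 1 male. In all LSK cells, they were Iglc1 at 0.0173 CPM and Iglc3 at 0.104 CPM in the batch 1 female, Iglc2 at 0.203 CPM in the batch 2 female, and Fcrla at 0 CPM and Ciita at 3.58 CPM in the batch 1 male.

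Females and males moved in opposite directions in 3 measures, differences that were not tested, and sex goes with the kind of control in WT. KO minus WT was -3.84 points in females and 3.13 points in males for unnamed LSK cells, and -1.05 and 2.05 points for megakaryocyte-like LK cells. The G2-M score of lymphoid-like cells differed by -0.03 in females and 0.0192 in males.

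Fold changes differed between lymphoid-like and stem and multipotent-like cells, by the term for class by genotype, in Socs2 (log2 ratio 2.44), Ighm (1.61), Mycn (1.60), Ifitm1 (0.95), Ifitm3 (0.39) and Gria3 (-0.51). They differed between LSK and LK libraries, by a term for sort by genotype, in lymphoid-like cells for Elane (2.12), Dntt (-0.58) and the ribosomal repeat transcript Gm42418 (-0.54). In stem and multipotent-like cells they differed for Ighm (-1.45), Fos (1.10), Mpo (0.98), Fosb (0.89) and Gm42418 (-0.71).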

How the results depend on the processing

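Settings chosen only after the data were seen were LK libraries alone, LK and LSK cells without clusters 23 and 27, and all further fits of the other classes and of the term for class by genotype. Where a value moved, the cause was not tested unless given.

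Counts of called genes moved with the batch term. Without it (no replicate block) they were 3 in lymphoid-like, 14 in stem and multipotent-like, 80 in all LSK and 6 in all LK cells. In the other classes they were 19 (erythroid-like), 4 (mast, basophil and eosinophil-like), 18 (megakaryocyte-like), 3 (monocyte and dendritic cell-like), 5 (neutrophil-like) and 2 (T, NK and innate lymphoid-like). With pools as replicates, which leaves 1 WT pool against 2 KO pools, they were 43 in lymphoid-like, 28 in stem and multipotent-like and 1 in all LK cells. DESeq2 called 60, 42 and 132 genes in lymphoid-like, stem and multipotent-like and all LK cells. With no filter on low counts the 4 counts were 427, 247, 634 (LSK) and 534 (LK). Assignment of sex by majority gave 408 in lymphoid-like and 445 in LK cells, and leaving out cells above the 95th percentile of UMIs gave 528 in LSK and 516 in LK cells. LK libraries alone gave 41 in lymphoid-like and 46 in stem and multipotent-like cells, from fewer cells. LSK cells without clusters 23 and 27 gave 122. With an estimated correlation, camera called 0, 4, 2 and 2 lists in lymphoid-like, stem and multipotent-like, LSK and LK cells.

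Leaving out 1 mouse at a time, where a lone WT mouse was assumed to vary like the others, moved the counts from 47 to 202 in lymphoid-like, 59 to 306 in stem and multipotent-like, 44 to 740 in LSK and 52 to 858 in LK cells. The ranges were 170 to 641 in erythroid-like, 4 to 102 in mast, basophil and eosinophil-like, 52 to 165 in megakaryocyte-like, 16 to 127 in monocyte and dendritic cell-like, 99 to 513 in neutrophil-like and 8 to 96 in T, NK and innate lymphoid-like cells. For the term for class by genotype, the range was 5 to 56. LSK against LK shares gave 0 to 0 classes, since 5 mice cannot go below 0.0625.

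In lymphoid-like cells, majority sex turned Spi1 to -0.081 and Dntt to -0.075, a Leiden resolution of 0.5 turned Cebpa to -0.117, and LSK libraries alone turned Dntt to -0.016, Elane to 0.355 and Mpo to 0.051. LK libraries alone turned Spi1 to -0.062, Myc to 0.193, Flt3 to 0.007 and Ighm to 0.169. In stem and multipotent-like cells, the fit without batch term (no replicate block) turned Cebpa to 0.022, Eif3b to 0.020 and Dntt to 0.042, and pools turned them to 0.009, 0.020 and 0.102. Dntt also turned to 0.028 with majority sex, 0.070 at a resolution of 2 and 0.026 with no batch correction, and Spi1 to -0.087 in LK libraries alone. In LSK cells, Cebpa turned to 0.221 without the batch term (no replicate block) and to 0.2 with pools, and without clusters 23 and 27 Ly6d turned to 0.051 and Ctss to 0.083. In LK cells, the fit without batch term (no replicate block) turned Cebpa to -0.136, Spi1 to -0.199, Eif3b to 0.028, Elane to -0.208, Cebpe to -0.220, Prtn3 to -0.149, Ctsg to -0.037 and Gata2 to 0.032. Pools turned them to -0.129, -0.184, 0.029, -0.213, -0.214, -0.143, -0.044 and 0.031. Without clusters 23 and 27 Ebf1 in LK cells turned to 1.942.

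Leaving out 1 mouse changed signs of genes not called. In lymphoid-like cells Dntt ranged from -0.201 to 0.422, Ly6d from -0.757 to 0.637 and Spi1 from -0.097 to 0.176. In stem and multipotent-like cells Dntt ranged from -0.694 to 0.055, Ebf1 from -0.194 to 2.507, Eif3b from -0.205 to 0.073 and Il7r from -1.171 to 0.483. In LSK cells Dntt ranged from -0.347 to 0.725, Ebf1 from -0.898 to 2.633 and Il7r from -0.747 to 0.480. In LK cells Cebpa ranged from -0.076 to 0.162, Dntt from -0.326 to 0.860, Ebf1 from -1.311 to 1.334, Eif3b from -0.051 to 0.012 and Il7r from -0.623 to 0.180.

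Shares in points changed sign with no batch correction of the clustering in LK erythroid-like (-6.994), LK lymphoid-like (-0.990), LK mast, basophil and eosinophil-like (1.490), LK stem and multipotent-like (-0.714), LSK erythroid-like (-0.029) and LSK lymphoid-like cells (-2.210). Without that correction, many lymphoid-like and erythroid-like KO cells of batch 2 lay in clusters left unnamed for standing mostly in 1 library. Their shares therefore leave these cells out. A resolution of 0.5 turned LK lymphoid-like cells to -0.497 and LK mast, basophil and eosinophil-like cells to 0.154. No batch correction gave no share of mature B and plasma-like cells. Without 1 mouse, LK shares ranged from -0.693 to 0.839 (lymphoid-like), -0.534 to 0.044 (mast, basophil and eosinophil-like), -0.574 to 1.575 (megakaryocyte-like), -3.882 to 0.582 (neutrophil-like) and -0.267 to 1.929 (stem and multipotent-like). At least 2000 genes per cell left 8 classes different between LSK and LK.

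The G2-M difference turned to 0.007 at a resolution of 0.5 and to 0.0153 with no batch correction, and ranged from -0.0181 to 0.0072 without 1 mouse. The Myc share turned to 1.69 points with no thinning, and ranged from -1.516 to 0.268 without 1 mouse. The ratio of immunoglobulin UMIs of WT stem and multipotent-like over erythroid-like cells was 2.60 in LK, 1.924 in LSK and 4.035 among cells with at most 2 such UMIs, and that of lymphoid-like cells 11.902, 3.140 and 4.016.

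Over all settings, values of named genes kept direction and side of the threshold in 2669 cases, became weaker in 473, stronger in 39 and reversed in 62. Of the called named genes, 114 became weaker, 5 reversed and 40 did neither without the batch term (no replicate block), and 91 became weaker and 5 reversed with pools. In LSK libraries alone 6 became weaker and 2 reversed, without clusters 23 and 27 these were 12 and 2, and 22 became weaker with DESeq2 and 3 with its size factors alone. Without the KO batch 1 female 48 became weaker, without the KO batch 1 male 52, without the WT male 41, without the WT female 15, and without either KO batch 2 mouse 3. Depth limits the genes near 0 in KO: a fold of a gene with 0 KO counts is a bound, and Ebf1 in stem and multipotent-like cells rests on under 1 CPM.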

Other observations

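The genes below were chosen after their values were seen, and no explanation was tested for them. Interferon-response genes were raised in erythroid-like KO cells, 13 of 22 tested with a median log2 fold change of 0.54 (adjusted p = 0.215 with an estimated correlation). Iigp1 rose by 2.40, Igtp by 1.28 and Irf7 by 1.04, and the MHC class I genes H2-Q7, H2-D1 and B2m rose by 0.90, 0.49 and 0.45. Neutrophil-like cells had H2-Q7 higher by 0.92, and Ctsg by 0.24. Of the myeloid list 3 genes rose there and 3 fell, Csf1r by 0.31, Lyz2 by 0.25 and Irf8 by 0.24, and the list had an adjusted p = 0.192 with an estimated correlation. In megakaryocyte-like cells the MHC class II gene H2-Aa rose by 2.36 and the early-response genes Fosb and Fos by 2.03 and 1.53. The granule genes Mpo, Ctsg and Elane fell there by 1.37, 1.29 and 1.04. That class took 80.9% of its WT cells from LK libraries, against 51.2% and 52.3% in KO batches 1 and 2. Among mast, basophil and eosinophil-like cells, the chemokines Ccl3 and Ccl4 fell by 2.54 and 1.98. In T, NK and innate lymphoid-like cells the chemokine receptor Ccr9 fell by 2.75. Without the batch term these classes had between 2 and 19 called genes (no replicate block).

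Small clusters that no class was assigned to also differed between mice. An interferon cluster of 463 cells, with Cxcl10, Ifit1 and Rsad2 among its top genes, made up 1.05% of LSK cells in WT and 2.18% in KO (exact permutation p = 0.133). A macrophage-like cluster of 92 cells marked by C1qa made up 0.682% of LSK cells in WT and 0.237% in KO. A cluster of 38 cells had 37 of them in the WT LSK library. In the pre-B-like cluster 27, marked by Vpreb1, Cd79a and Pax5, Ebf1 reached 455 to 1577 CPM in WT groups, and 0 of 13 KO batch 1 cells had an Ebf1 UMI. At a Leiden resolution of 2, a cluster with these markers held 20 WT LK, 43 WT LSK and 0 KO cells. A monocyte and dendritic cell-like cluster there held 18 WT LK and 6 WT LSK cells, with 7 KO LK and 6 KO LSK cells of batch 1. The 13 KO cells may thus be of another cell type, so their lack of Ebf1 UMIs does not show a loss of Ebf1.

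The cells kept numbered 39520, from 6 of the 8 libraries. That is lower than the value quoted from the study above. Changed genes in stem and multipotent-like cells numbered 89 with the batch term and 14 without it (no replicate block), at the same thresholds. With the batch term, that is higher than the value quoted from the study above, which used other clusters and more mice.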
